A study of Mus musculus with 2 samples. Its data were reported in "Developmental cell fate choice in neural tube progenitors employs two distinct cis-regulatory strategies" (2022).

How the data were processed

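Chromatin accessibility was measured by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, on live cells sorted for mKate2 fluorescence. The cells came from a mouse embryonic stem cell line that carries the red fluorescent protein mKate2 behind Olig2, a transcription factor gene of motor neuron progenitors (pMN). They were differentiated to day 5 with 100 nM SAG, an agonist of the Sonic hedgehog (Shh) pathway, and 100 nM retinoic acid, and 50000 cells entered each transposition. The labels gave 1 group of 2 replicates. No comparison between groups was made.

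The authors deposited raw fragment counts over 119502 consensus intervals. Per the file header, the counts were made with featureCounts 2.0.1 on read pairs, a fragment was counted in each interval that it overlapped, and the minimum overlap was a fraction of 0.2 of the fragment. The study's methods describe alignment to the mouse build mm10 and peak calling by MACS, with consensus intervals built from peaks shared between replicates. A count can therefore enter more than 1 interval, and weak intervals are present only where a peak passed the calling threshold in the libraries that defined the set. The interval set was built over 5 libraries. The other 3 columns of the table belonged to no sample of the series and were not used in any step, although they helped to define the intervals.

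The total was 31876165 counts in replicate 1 and 31672240 in replicate 2. Fragments carried no molecular identifiers, so intervals and limits from counts cover counting error only. A count of 0 allows up to 3 counts at the 95% level.

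Counts were divided by DESeq2 (1.42.0) size factors, and divided by interval length in kb where a density is given. The squared Pearson correlation of log2(normalised count + 1) was taken across intervals, which are not independent replicates. Intervals over 2-fold apart were counted among those with a mean normalised count over 100. Each interval was tested with a two-sided exact binomial test of the 2 counts against the size-factor share, with Benjamini-Hochberg adjustment and a limit of 0.01. This test compares the libraries and not conditions. The biological coefficient of variation was the square root of the common dispersion of edgeR (4.0.16) with an intercept only. As a measure of difference beyond counting error, the chi-square statistic per degree of freedom was averaged over intervals with at least 20 counts over both libraries and set against 200 simulated binomial splits of the pooled counts. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and BLAST+ 2.17.0.

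The GENCODE annotation of the same mouse assembly was used for genes, and all intervals ended within its chromosomes. An interval was called a TSS interval if it overlapped the transcription start site (TSS) of a protein-coding gene, and distal otherwise. Promoter accessibility of a gene was the density of its TSS intervals, or 0 if it had none. For each of 12 gene lists, the median promoter accessibility was ranked among 10000 random lists of as many protein-coding genes. The lists, the tests and most alternatives were fixed before the data were examined. The named genes and intervals followed a rule fixed then too: the genes of the 6 lists taken from the study, the 5 intervals with the highest mean density, and the 5 intervals with the largest log2 difference between replicates among those with a mean normalised count over 100. Some items that met the rule are not reported here. Features named outside this rule are marked as chosen after their values were seen.

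The binomial test was tested on simulated data with 200 changed intervals among 119502. It recovered 187 of the 200 changed intervals (93.5%) with 0 false calls. The edgeR estimate returned 0.0502 for a simulated coefficient of 0.05, and 0.00988 for a simulated coefficient of 0, each over 119502 intervals.

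Alternatives covered the normalisation (edgeR TMM or total counts), the pseudocount, filters on low counts, the TSS definition, counts per interval in place of density, and leaving out each replicate. Fixed cells assayed after crosslinking were not analysed here.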

Results

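Live-cell ATAC-seq was performed on mKate2-positive cells sorted from the Olig2 reporter line at day 5 under 100 nM SAG, to provide a standard against which accessibility from fixed, antibody-sorted cells could be judged. There were 2 replicate libraries in 1 group. The first library held 31876165 counts in intervals and the second 31672240, and the median interval had 65 and 66 counts. The 119502 intervals covered 81.1 Mb of mm10 and had a median length of 525 bp. Of these, 116817 were on autosomes, 2657 on the X chromosome and 28 on the Y chromosome. No counts were found in 88 intervals of replicate 1 and 69 of replicate 2.

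The first question was how closely the replicates matched. Across all intervals the R2 of log2 normalised counts was 0.968. The alternative that moved it most was the use of linear counts, with an R2 of 0.997. Among the 46369 intervals with a mean normalised count over 100, 0 differed over 2-fold, and 50 differed over 1.5-fold. In this set the SD of the log2 ratio was 0.14. When intervals with a mean of at least 10 were included, 2768 of 115137 (2.40%) differed over 2-fold.

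**Figure D1:**
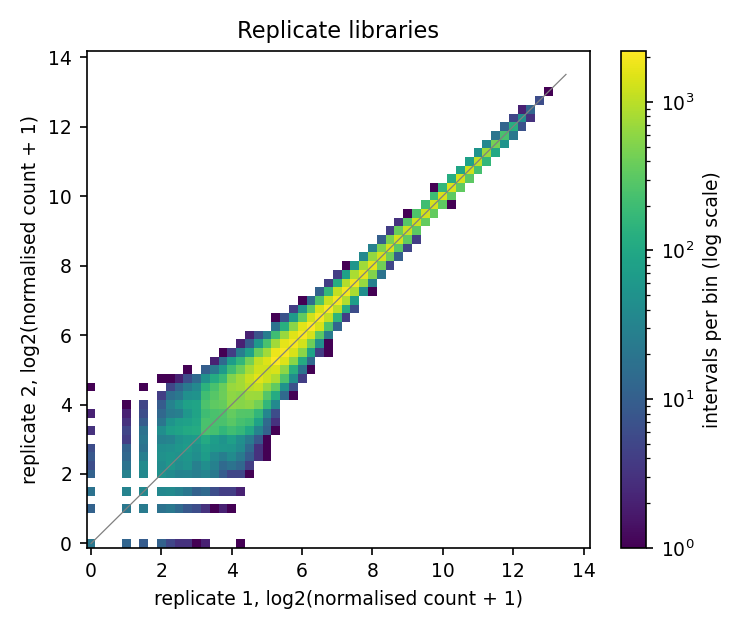
Log2 normalised counts (plus 1) of the 119502 intervals in replicate 1 (x axis) and replicate 2 (y axis), with colour giving the number of intervals per bin on a log scale and the grey line marking equality. The bins lie along the line of equality (R2 of 0.968) and widen towards low counts.

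The exact binomial test with Benjamini-Hochberg adjustment called 0 of 119502 intervals different between the libraries, and 9373 had an unadjusted p under 0.05. In 20 simulated splits of the pooled counts, between 4621 and 4950 intervals did so. With edgeR TMM factors 6 intervals were called, and all 6 were lower in replicate 2. The chi-square per degree of freedom was 1.37 over 115318 intervals, above the range of 0.988 to 1.01 in the simulated splits. The libraries thus differed by more than counting error. They were treated as 2 replicates because they were labelled so, and the labels do not give whether they came from separate differentiations. The spread between them, including the biological coefficient of variation, may therefore be technical in part. By abundance, the statistic was 1.63 in the eighth of intervals with the fewest counts, 1.15 in the fifth eighth and 1.86 in the eighth with the most. The biological coefficient of variation was 2.81%, with an SD of 0.268 percentage points between the 19 autosomes.

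**Figure D2:**
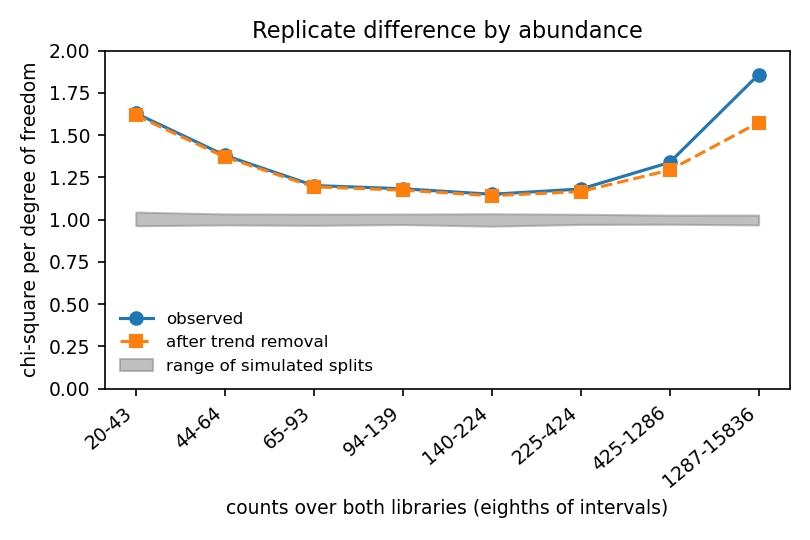
Chi-square per degree of freedom between the replicates (y axis) in eighths of the intervals ordered by counts over both libraries (x axis), as observed (circles) and after removal of a smooth trend with GC content, length and abundance (squares), with the range of 200 simulated splits in grey. The observed values lie above the grey band in every eighth and are highest at both ends.

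Among the intervals with the largest replicate differences, the largest was 1.75-fold, at chromosome 14, 103822661 to 103824406, overlapping a coding exon of Ednrb, with 84 counts in replicate 1 and 147 in replicate 2 (log2 ratio 0.81). The second, at chromosome 1, 92069633 to 92070604, in an intron of Hdac4, had 138 and 84 counts (log2 ratio -0.72). An intergenic interval at chromosome 11, 78560395 to 78561061, had 129 and 79 counts. Another intergenic interval at chromosome 6, 73367706 to 73368417, had 127 and 78 counts. None of these 4 passed the adjusted limit of the exact binomial test.

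Between the autosomes and the X chromosome, the largest shift of the median log2 ratio was 0.02, on chromosome 6. On the Y chromosome, which had 28 intervals, the shift was -0.04.

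Accessibility was then compared between promoters and distal elements. Of all intervals, 14870 (12.4%, 95% Wilson interval 12.3 to 12.6%) overlapped a TSS. Among intervals with a mean normalised count over 100, the share was 29.7%. TSS intervals were longer than distal ones, with medians of 1212 and 463 bp, and held 55.5% of the counts in replicate 1 and 54.6% in replicate 2. Of the 104632 distal intervals, 45.1% were intronic and 40.2% intergenic. A TSS interval was found for 14638 of 21938 protein-coding genes (66.7%). The median density was 797 ± 17.7 normalised counts per kb at TSS intervals and 124 ± 2.01 at distal intervals (SD, n = 2), a ratio of 6.43 ± 0.247 (SD, n = 2). Counted per interval, the ratio was 19.2.

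Replicate R2 was 0.993 at TSS intervals and 0.946 at distal intervals, a difference of -0.0464. Restricting both classes to a mean normalised count over 100 reduced the difference to -0.0159. The SD of log2 density across intervals was 1.36 at TSS intervals and 1.26 at distal intervals, and the difference was 0.10 in both replicates. With counts per interval the direction changed, and the difference was -0.02.

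The top 1% of intervals by mean count (1196 intervals) held 12.3% ± 0.0482 of the counts (SD, n = 2). The 5 intervals with the highest density were all distal. The first, at chromosome 9, 123461798 to 123462187, in a UTR of Lars2, had 7290 ± 461 normalised counts per kb (SD, n = 2). The next, at chromosome 8, 19784349 to 19785303, overlapped an exon of the processed pseudogene Gm10060 and had 6238 ± 195 (SD, n = 2). An interval at chromosome 8, 36155384 to 36156052, in an exon of the lincRNA Gm38414, had 4866 ± 144 (SD, n = 2). The intergenic interval at chromosome 3, 5860340 to 5860673, had 4859 ± 274 (SD, n = 2). The last, at chromosome 17, 39846647 to 39847528, overlapped annotated rRNA and had 4793 ± 128 (SD, n = 2). Of these 5 intervals, 4 matched other positions of the genome at 90% identity or more.

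The reporter marks cells that express Olig2, so promoters of progenitor genes were examined. The study cautions that cells sorted this way also contain young motor neurons and some cells positive for both OLIG2 and NKX2.2. The densities below therefore describe a mixed population and not pMN progenitors alone. The Olig2 TSS interval, at chromosome 16, 91224821 to 91227065, covered exonic sequence and had 946 ± 23.2 normalised counts per kb (SD, n = 2), above 70.9% of protein-coding genes. Genes without a TSS interval counted as 0 in this ranking. The median promoter density was 487 over all protein-coding genes and 853 over genes with counts at their TSS intervals. Of all intervals, 19 had the Olig2 TSS as their nearest, against a median of 3 over genes, and 10 of the 19 had a mean normalised count over 100. The highest density among them, 2233 ± 46.6 (SD, n = 2), was in an intergenic interval at chromosome 16, 91192332 to 91193821, 31.6 kb from the TSS, which was chosen after its values were seen.

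**Figure D3:**
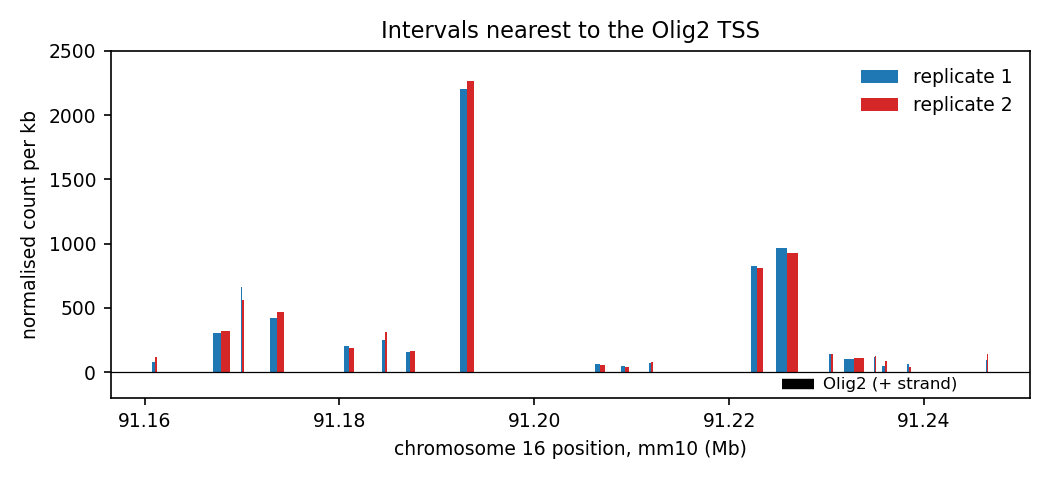
Normalised counts per kb (y axis) of the 19 intervals nearest to the Olig2 TSS along chromosome 16 of mm10 (x axis, Mb), with the left part of each interval drawn for replicate 1 and the right part for replicate 2, and the Olig2 gene in black. The highest bars, at 2200 and 2266, belong to the interval 31.6 kb from the TSS.

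Other genes of the pMN and shared progenitor list had promoter densities of 1452 ± 27.3 (Nkx6-1), 613 ± 3.69 (Pax6), 862 ± 25.8 (Sox2) and 1411 ± 7.82 (Irx3; SD, n = 2 each). Irx3, which the study uses as a marker of the neighbouring p2 domain and not of pMN, lies on chromosome 8, where TSS densities were 1.42 times those of the other autosomes. All 5 genes of the list had a TSS interval, and the list median lay at the 84.7th percentile of random lists. Counted per interval, the percentile was 99.8. In the p3 and floor plate list, Nkx2-2 had 879 ± 27.5 and Foxa2 had 584 ± 53.99 normalised counts per kb (SD, n = 2 each), and Shh had no TSS interval. All 4 genes of the list, Shh included, had an interval within 1 kb of a TSS. That list lay at the 53.0th percentile. Gli2, Prox1, Lmx1b and Rfx3 ranged from 332 ± 19.4 (Lmx1b) to 1095 ± 64.1 (Rfx3; SD, n = 2 each), and their list lay at the 84.3th percentile. The study names these genes for elements open only in p3, such as one in an intron of Gli2. Those elements were not examined here, and promoter densities do not show whether they were open. The Shh response genes Gli1, with 992 ± 5.39, and Ptch1, with 1335 ± 12.02 (SD, n = 2 each), lay at the 86.8th percentile. Dbx1, Evx1, Evx2 and Sim1, markers of other progenitors and interneurons, ranged from 218 ± 13.7 (Evx1) to 633 ± 22.8 (Sim1; SD, n = 2 each), and the list that holds them lay at the 32.4th percentile. Neurog2, Neurod1, Mnx1 and Tubb3 ranged from 557 ± 52.1 (Mnx1) to 863 ± 8.32 (Neurog2; SD, n = 2 each), at the 69.2th percentile, with Tubb3 also on chromosome 8. Counts per interval raised these percentiles too, to 67.2 for the p3 and floor plate list, 98.2 for the list with Gli2, 99.3 for the Shh response, 41.02 for the other progenitor and interneuron list and 94.8 for the list with Neurog2.

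Among the lists not taken from the study, housekeeping genes lay at the 98.6th percentile and motor neuron genes at the 48.8th. The neuromesodermal list lay at the 20.4th, the fibroblast list at the 13.2th, the pluripotency list at the 5.17th and the unrelated tissue list at the 4.36th. The median promoter density of the last 2 lists was 0, so their percentiles are ties with random lists at 0. Counted per interval, the percentile was 99.9 for housekeeping, 73.3 for motor neuron, 24.5 for neuromesodermal and 17.2 for fibroblast genes. Mnx1 was in both motor neuron lists. All 8 housekeeping genes had a TSS interval, but that of Hprt had 0 counts in both libraries, which allows up to 3 counts in each. Of the 8 unrelated tissue genes, 0 had a TSS interval. Of the 6 pluripotency genes, 2 had one, and 4 had an interval within 1 kb of the TSS, with which the list lay at the 13.4th percentile. The same setting placed the fibroblast list at the 19.6th. These percentiles describe the 2 libraries and carry no test.

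The median density of X intervals over that of autosomal intervals was 1.12 ± 0.00918 (SD, n = 2). For TSS intervals alone, an alternative chosen after seeing the data, the ratio was 0.596 and its direction changed. The X chromosome had 12.7 distal intervals per Mb, against at least 34.9 on each autosome. The ratio over all intervals covers only those that passed the calling threshold, so it cannot be read as dosage. Across the autosomes, the median TSS density ranged from 735 on chromosome 15 to 935 on chromosome 16, apart from chromosome 8 with 1130 ± 26.6 (SD, n = 2).

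**Figure D4:**
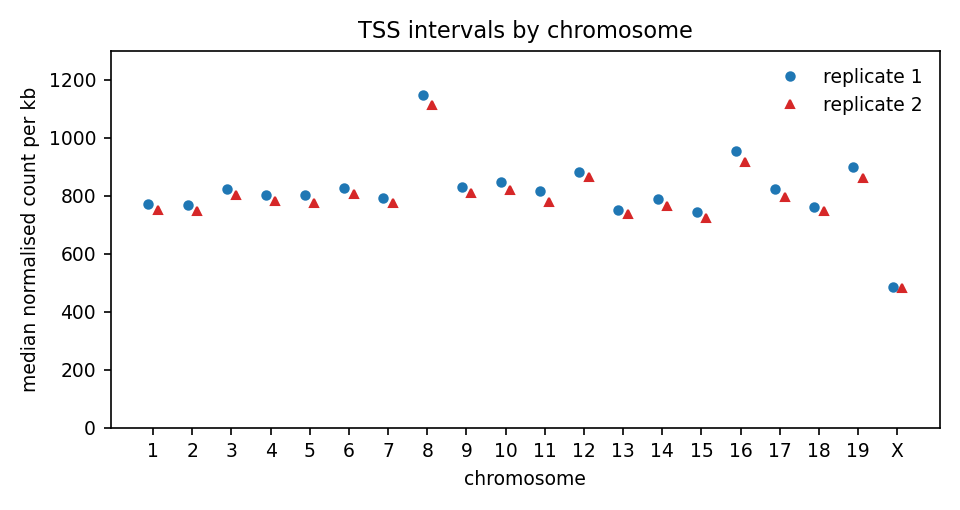
Median normalised count per kb of TSS intervals (y axis) on each autosome and the X chromosome (x axis) in replicate 1 (circles) and replicate 2 (triangles). Chromosome 8 has the highest value in both replicates, 1149 and 1111, and the X chromosome the lowest, 487 and 481.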

Values the study reported

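The study reported an R2 above 0.94 between samples assayed by the same method, and above 0.72 between samples assayed by different methods.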

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

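A value was taken as moved when it changed by more than 1 SD between replicates, between autosomes for measures that need both libraries, or by more than its Wilson interval for a share. These SDs are small, so small changes count as moved. Where values moved, the cause was not tested, except where the alternative removes intervals by construction. No paired analysis was possible because there was 1 group.

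The R2 of 0.968 became 0.997 with linear counts, 0.980 with a pseudocount of 10, 0.990 among intervals with a mean normalised count over 100, and 0.961 as a squared Spearman rho. It stayed within the SD for TMM and for a mean of at least 10. The count of intervals over 2-fold apart stayed at 0 under TMM and total counts, and rose to 2768 with a mean of at least 10 and to 50 with a limit of 1.5-fold. The count beyond counting error stayed at 0 under total counts, a mean of at least 10 and a loess fit on abundance, and was 6 under TMM. The coefficient of variation of 0.0281 became 0.0246 for a mean over 100.

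The TSS share of 12.4% became 14.1% within 1 kb of a TSS, 15.4% with all annotated genes and 29.7% for a mean over 100. The TSS to distal ratio of 6.43 became 5.74 within 1 kb and 19.2 per interval, and went from 6.25 to 6.60 across the 2 fits that each left out one replicate. The R2 difference of -0.0464 became -0.0298 with a pseudocount of 10 and -0.0159 for a mean over 100, with the direction kept. The difference in spread became 0.27 within 1 kb, 0.14 for a mean of at least 10 and -0.0174 per interval, which changed its direction, and lay at 0.0987 and 0.102 without 1 replicate each.

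The percentile of the pMN and shared progenitor list became 85.2 within 1 kb and 99.8 per interval. Within 1 kb, the pluripotency list moved from 5.17 to 13.4, the fibroblast list from 13.2 to 19.6, the neuromesodermal list from 20.4 to 24.5, the Shh response from 86.8 to 90.6, the other progenitor and interneuron list from 32.4 to 29.8 and the motor neuron list from 48.8 to 47.1. The unrelated tissue list had no interval under either setting, so its percentile reflects ties at 0 and carries no information on the setting. Counts per interval favour genes with long intervals, so this percentile depends on that choice. The share in the top 1% became 9.99% when ranked by density. The X to autosome ratio became 1.14 for a mean of at least 10, 1.08 per interval, and 0.596 for TSS intervals only, a setting chosen after seeing the data that changed its direction. The largest shift among the autosomes and the X chromosome did not move. Over the 55 alternatives for the other lists, the chi-square, the Olig2 locus and chromosome 8, which include the list values within 1 kb given above, 31 stayed within the spread and 24 moved. Leaving out 1 replicate leaves 1 library, so those values carry no test. Each of 2 replicates lies within 1 SD of their mean by construction, so leaving one out could not move a value. Most of the 31 are alternatives of this kind, so that count is no measure of robustness.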

Other observations

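The windows, the library ratios and the quantiles of chromosome 8, the tests of the 0-count intervals, the test of a shared library and the split of weak intervals by length were chosen after the result was seen. The GC fit, the strong distal intervals, the sequence matches and the trend removal were set down before their values were computed.

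TSS intervals on chromosome 8 had a density 1.42 times the median of the other autosomes, against 0.913 to 1.18 for each other autosome. Several technical explanations were argued against. After a fit on GC content and length the ratio was 1.39, and the highest other autosome reached 1.15. The lower of the library ratios was 1.42. The lowest of the 7 windows of 20 Mb had a ratio of 1.21, so the excess was not in one segment, although 4 of 123 windows on other autosomes were as high. The ratio depended on the interval class: over all intervals it was 0.993. The calling threshold decides which weak intervals are present, so this value argues neither for nor against an additional copy. Gene content stayed open, because the 10th percentile ratio of 1.32 was below the 1.46 of chromosome 19. The 90th percentile ratio was 1.45 against at most 1.08 on the other autosomes (SD 0.0559), a rise that gene content and an additional copy would both give. An additional copy of chromosome 8 in the line may contribute. The number of distal intervals per TSS interval was looked at first and was 9.52, against at most 9.42 on chromosome 12, a margin far below the SD of 1.21 between the other autosomes. That test did not decide, and it was replaced after its value was seen by one with distal intervals at a fixed strong rank, which the calling threshold cannot clip, where the ratio had to exceed every other autosome by more than their SD under both ranks. At 10 intervals per Mb the ratio was 1.44 against at most 1.29 (SD 0.101), which met this. At 2 intervals per TSS interval it was 1.36 against at most 1.28 (SD 0.124), which did not. Gene content and an additional copy cannot be told apart with these counts. The design has 1 group, so no difference between groups was tested as an explanation.

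In 22 intervals neither library had a count, and 3 of these were at a TSS, including that of Hprt at chromosome X, 52987907 to 52988636. These intervals were chosen after their values were seen. The TSS interval of the neighbouring gene Phf6 had 1058 normalised counts, and the intervals on either side of the Hprt promoter had 94.0 and 37.5. Another 4 of the 22 followed one another on chromosome 7 between 104290481 and 104315980, near Trim5 and Trim12a. Low depth was argued against as the whole cause: the 22 intervals formed 3 side by side pairs, and 0 of 10000 random placements among the 4184 intervals with under 20 counts gave as many. All 3 pairs came from the chromosome 7 run, so this says nothing of the single intervals. A deletion or a strain variant against the reference could leave such intervals without counts between covered neighbours. The median neighbour count was 38.6, but it ranged from 2.25, at chromosome 12, 115119798 to 115119966, to 875, at the TSS interval of Slc28a2. Not all of the 22 thus lay between covered neighbours. A deletion or variant cannot be told apart from other causes here, because reads across the edges were not analysed. These intervals were kept although neither library had a count, and the 3 unused libraries may have defined them.

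The intervals with the highest density may collect reads from elsewhere, and the explanation tested was sequence shared with other copies in the genome or the mitochondrial genome. Of the 5, 4 matched another position over at least 100 bp at 90% identity or more, against 10 of 200 random intervals (two-sided Fisher's exact test, p = 6.73e-05). None of the 5 matched the mitochondrial genome under these settings. The interval at Gm38414 had no other match, so its density stays unexplained.

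The replicates were close to counting error, and 1 library counted in both columns was considered. That would give the same counts in both columns, but the totals were 31876165 in replicate 1 and 31672240 in replicate 2, which argues against it. The simulated splits address a different case, a random division of 1 pool of fragments. The chi-square per degree of freedom of 1.37 was above all 200 of them, which argues against that case. Whether the replicates came from separate differentiations is not given by the labels. A smooth trend with GC content, length and abundance was argued against as the whole cause of the excess: after its removal the statistic was 1.57 in the eighth with the most counts and 1.62 in the eighth with the fewest, both above the simulated range. In the lowest eighth the statistic was 1.77 in intervals of at most 226 bp and 1.49 in longer ones. This split was made to look for intervals kept because 1 library passed the peak threshold by chance. It does not decide that, since the study's methods build intervals from peaks shared between replicates and the peak calls of each library were not used here. The cause of the excess in weak intervals stays open.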
